A study of Homo sapiens and synthetic construct with 14 samples.

How the data were processed

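The series holds 14 samples, which are RNA, plasmid and barcode association libraries of 3 reporter libraries. The tables used here were 2 benchmark tables (run1 and run2 in GM12878), 4 tables of the genome-wide library, called WGREST (GM12878, HepG2, K562 and SK-N-SH), and the authors' results table of the noncanonical library in K562. Per the labels' protocols, cells were electroporated, RNA was recovered after 24 hours, and the GFP messenger RNA was captured on beads and reverse transcribed. The series design text gives 4 biological replicates for all counting of barcodes.

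Per the file headers, the benchmark and WGREST tables hold raw barcode counts per construct, summed by the authors over the barcodes of that construct, for 4 RNA and 4 plasmid libraries. The authors' deposited log2 fold change and its standard error stand beside them. The column names are those DESeq2 writes, and the tool is not given in the sources used here, nor are the aligner or the genome build. The deposited mean plasmid signal equals the mean of the 4 plasmid columns. The noncanonical table carries, per its headers, a deposited mean normalized signal for plasmid and RNA, the authors' log2 fold change of RNA over plasmid with its standard error, a p-value and an adjusted p-value. It was described as the authors made it, since it carries no counts. PCR reads are not independent molecules, so every bound set by a count of 0 covers counting error only.

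In both benchmark tables the authors' log2 fold change runs with the columns headed plmd over those headed cDNA, opposite to the headings. The benchmark was analysed in the direction of the authors' fold change, and the direction of the headings was kept as an alternative. Of the authors' fold changes in run1, 95.6% are found exactly in run2 on other constructs, so that column was used for its direction only.

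Tables were reduced to 1 line per construct. Lines without an assigned element, marked by a star, numbered 22 per benchmark table and were dropped. They held 0.96% to 1.06% of the counts in run1 and 1.39% to 1.73% in run2. In WGREST, each table had 139325 lines, of which 18698 reference-allele lines that repeat a native line and 3796 lines without counts were dropped. The plasmid columns are identical in the 4 WGREST tables. Constructs had a median of 80 barcodes in run1, 131 in run2 and 40 in WGREST. Classes and coordinates come from the element names and the project column alone. Coordinates are printed as the names give them, and their genome build is not given in the sources used here.

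Constructs with a mean plasmid count of at least 20 were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (with version 1.17.8 of the data.table package). In the benchmark this minimum, and that of 100 in the rule for named constructs, was applied to the plmd-headed columns, which are the RNA side in the direction used. With the minimum on the cDNA-headed columns the calls were 2986 in run1 and 10682 in run2. Activity was RNA against plasmid with TMM scaling. The silencer effect was RNA against plasmid within each enhancer, with libraries scaled on the summed counts of the control elements beside that enhancer, which were the random elements in the benchmark and the random and negative control elements in WGREST. The order of elements and the difference between enhancers were tested with z from the 2 fits. Differences between lines were tested on RNA against RNA over the 16 RNA libraries, with an F test over the 4 lines and 6 pairwise contrasts. Native windows were tested against the scrambled or alternate-allele version of the same locus beside the same enhancer with edgeR. Their mean over the 5 enhancers was tested with limma 3.58.1, per locus for scrambled versions and per alternate allele for alternate-allele versions. The 5 enhancers were measured in the same libraries, so this test treats as separate values that share library error. The Benjamini-Hochberg adjustment covered all pairs of a fit, and the threshold was an adjusted p under 0.05. Class and locus medians were tested with two-sided permutation or sign-flip tests of 100000 resamples, which can give no p below 1e-05. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.

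The main designs, a first set of alternatives and the rule for named constructs were fixed before the data were examined. The comparisons of native with scrambled and alternate-allele windows, and of the benchmark classes, were added once the element names had been seen. The rule named, in each comparison, the 10 largest decreases and 5 largest increases among pairs past the threshold with a mean plasmid count of at least 100 and the same sign in all 4 replicates. From the noncanonical table it named the 5 lowest and 5 highest constructs. The text gives a part of these, and the windows set out over all enhancers or lines, and the swapped loci, were picked after their values were seen. Elements with an alternate allele, and controls named for a variant, are summarised by class only. A group at 0 counts was set to a floor of 3 counts over its libraries to give a bound.

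Alternatives were other scalings (TMM, DESeq2 size factors, total counts, the median of the controls), DESeq2 1.42.0 in place of edgeR, no count minimum or a minimum of 100, minimums of 5 and 10 barcodes, a size of at least 0.5, means in place of medians, other controls, a block by replicate number, and leaving out each library or enhancer. The minimum of 10 barcodes, the minimum on the cDNA-headed columns, the single classes of controls, the single enhancers, the direction of the headings and all tests by locus were added after the data were seen. Shared plasmid libraries were checked by splitting them between the lines and by simulating unchanged loci.

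The scripts were tested on simulated counts with known changes. For K562 constructs against controls (112252 tested), 85.6% of changes of 1 log2 unit and 11.0% of those of 0.5 were recovered, with 2.7% false calls. For native against scrambled constructs in K562 (26151 tested) these values were 46.6%, 1.9% and 4.0%, and for the 4866 loci they were 100%, 81.9% and 4.1%. For K562 against SK-N-SH (112451 tested) they were 56.6%, 2.9% and 5.3%. Each simulated change was the same beside all 5 enhancers, so the values by locus leave out real spread between enhancers. Recovery of real loci can therefore be lower than these values.

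The gene lists and the match to the RE1 motif, both planned, were not run. They need the genome build of the element names, and the reference base given in the names of 3766 variants matched the genome used here (hg38) in 24.9%. For the same reason no gene or exon is given for a window. Barcode association libraries were not used here.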

Results

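Silencing by RE1 elements, the DNA sites bound by the repressor REST, was measured with MPRAduo, a massively parallel reporter assay in which a plasmid can carry 2 test elements at the same time and a barcode that identifies the pair. Here the pair was an enhancer and an element placed in the silencer position, and the output was messenger RNA of a GFP reporter, isolated 24 hours after electroporation and counted by its barcodes against the plasmid pool. The benchmark library joined 21 enhancers to elements of several classes and was tested in GM12878, a lymphoblastoid B-cell line. It was built in both orders, with the silencer position before the enhancer in run1 and after it in run2. The WGREST library held RE1 windows from across the genome beside 5 enhancers (En02, En09, En11, En19 and En21). It was tested in GM12878, in HepG2, a liver cancer line, in K562, a chronic myeloid leukaemia line, and in SK-N-SH, a neuroblastoma line. Another library, of noncanonical RE1 arrangements, was tested in K562 and is described from the authors' results table. Each group had 4 biological replicates.

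The benchmark tables held 27147 constructs made from 1415 elements. These were 85 REST, 129 YY1, 257 GFI1, 92 CTCF and 128 CTCF_TAD elements, 68 positive controls, 651 random sequences, 4 single named elements and 1 entry for an enhancer alone. The WGREST tables held 116831 constructs made from 23789 elements. Of these elements, 8340 were windows with an RE1 motif, 4420 were windows without one, 5803 were scrambled versions, 3828 carried an alternate allele, 803 were random, 505 were negative controls and 90 were positive controls. Total counts per library lay between 26597247 and 73362160 in run1 and between 53149683 and 100338164 in run2. The WGREST plasmid libraries held 35194052 to 54483871 counts. The RNA libraries held 55804142 to 63058060 counts in GM12878, 53644322 to 81755607 in HepG2, 50184575 to 94912250 in K562 and 53157109 to 70350561 in SK-N-SH. Replicate RNA libraries correlated across constructs, on the log scale, at 0.827 to 0.875 in GM12878, 0.915 to 0.948 in HepG2, 0.977 to 0.984 in K562 and 0.980 to 0.983 in SK-N-SH.

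The benchmark asked how elements of known regulatory proteins change the output of an enhancer, and REST elements were the class that lowered it in both orders. In the run1 order the median REST element lay 0.23 below random elements on the log2 scale (a difference of −0.23; 83 elements against 636, adjusted p = 1.7e-05), with 74.7% of REST elements below the random median. In the run2 order the difference was −0.43 (adjusted p = 1.7e-05), with 71.1% below. Leaving out 1 library at a time moved these values between −0.28 and −0.21 in run1 and between −0.48 and −0.41 in run2. Taken from single plmd-headed libraries they were −0.269 to −0.181 in run1 and −0.355 to −0.295 in run2, each smaller in size than the −0.43 of the run2 fit. Elements of YY1, a zinc finger protein that can activate or repress, lay above random by 0.19 in run1 and 0.64 in run2. Elements of GFI1, a zinc finger repressor of blood cells, lay 0.095 and 0.20 above random, and the positive controls 0.68 and 1.57 above (the highest adjusted p of these classes was 0.00016). Elements of CTCF, the insulator and chromatin loop protein, lay 0.41 above random in run2, and the 0.047 of run1 did not pass (adjusted p = 0.24). The CTCF_TAD elements fell slightly in run1 (−0.10, adjusted p = 0.00086), while their −0.031 in run2 did not pass (adjusted p = 0.58). These p-values are from permutation tests across elements, which are not independent replicates, and are two-sided and adjusted within the family of classes and runs.

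The sign of the benchmark values rests on the authors' fold change, which ran opposite to the column headings. Over 24896 constructs its correlation with the ratio of the cDNA-headed to the plmd-headed columns was −0.952 in run1 and −0.999 in run2, where the same comparison in WGREST gave 0.9986 to 0.9999. The direction of the authors' fold change was used for all benchmark values, and with the headings read literally every sign turns, so that REST elements would lie 0.226 and 0.425 above random.

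**Figure D1:**
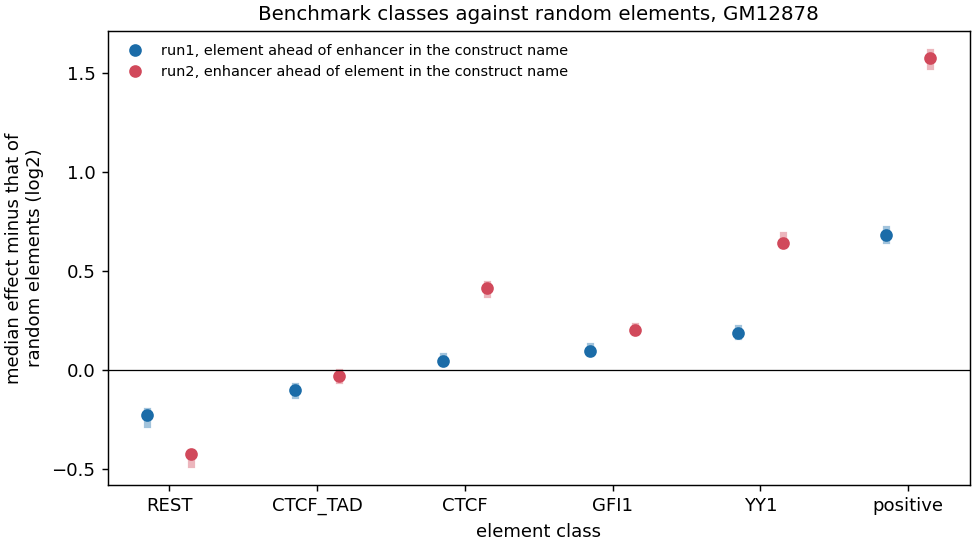
Median log2 effect of each benchmark element class minus the median of random elements, in run1 and run2 in GM12878; points are class differences over elements and bars span the values obtained by leaving out 1 of the 8 libraries at a time. REST elements sit at −0.23 in run1 and −0.43 in run2, in the direction of the authors' fold change, and positive controls at 0.68 and 1.57.

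The median effect of REST elements varied with the enhancer beside them, a variation that was not tested. In run1 the REST median was −0.44 from random beside En18, −0.41 beside En17 and En21, −0.40 beside En19 and −0.39 beside En09, against 0.025 beside En02, 0.001 beside En04 and 0.027 beside En05. In run2 it was −0.69 beside En19, −0.65 beside En06, −0.58 beside En21 and −0.55 beside En20, and −0.071 beside En05. The enhancers differed widely when measured alone: En20 stood at 4.08 (log2, RNA over plasmid), En21 at 3.99 and En19 at 3.74 in run1, and En01 at −0.54. The median effect of all elements beside an enhancer lay between −0.19 and −0.06 in run1 for every enhancer but En16, at 0.32, which had only 92 constructs. In run2 these medians lay between −0.11 and 0.05, with En16 at 0.75.

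Single REST windows were lower than random elements beside many enhancers. Coordinates are those in the element names, whose genome build is not given in the sources used here. The window at chr19:4769653-4769853 was called lower beside 9 of 20 enhancers in run1 and 19 of 20 in run2, with medians of −0.88 and −1.41. The window at chr9:34494045-34494245 was called lower beside 11 of 20 enhancers in run1 and 18 of 20 in run2, with medians of −0.94 and −1.24. The window at chr19:6564523-6564723 was called lower beside 8 of 19 and 14 of 19, with medians of −0.62 and −1.19. The largest decrease of a REST pair in run1 was that of chr12:11653592-11653792 beside En21, at −2.39 (SE 0.259, n = 4 and 4 libraries, adjusted p = 2.1e-05), followed by chr19:6564523-6564723 beside En21 at −2.22 (SE 0.153, adjusted p = 3.9e-07). In run2 the largest were chr19:4769653-4769853 beside En20 at −2.67 (SE 0.159, adjusted p = 1.4e-12) and chr19:6564523-6564723 beside En20 at −2.58 (SE 0.146, adjusted p = 6e-13). Random sequences were among the 10 largest decreases as well, such as random_97 beside En04 in run1 at −2.14 (SE 0.462, adjusted p = 0.016), a call that was lost without cDNA-headed library 3 or 4.

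Some elements of other classes raised output. A GFI1 window at chr6:14877407-14877607 was called higher beside 20 of 21 enhancers in both runs, with medians of 1.97 and 2.64. The positive control window at chr19:49378601-49378801 was called higher beside 20 and 21 of 21 enhancers, with medians of 2.33 and 4.58. Some windows outside the REST class lowered output. The CTCF_TAD window at chr17:2256420-2256620 was called lower beside 9 and 12 of 20 enhancers, with medians of −0.68 and −0.60, and that at chr7:48149841-48150041 beside 1 and 7 of 14. The positive control window at chr6:123729205-123729405 was called lower beside 12 of 17 in run2, with a median of −1.13, and beside 0 in run1. The 5 largest increases of run2 by the rule had only 0 to 5 counts in the 4 cDNA-headed libraries, which are the plasmid side in the direction used, so no fold is given for them.

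Per construct, 2986 of 25712 pairs in run1 differed from random elements beside the same enhancer, 1485 lower and 1501 higher, and 10714 did in run2, 4838 lower and 5876 higher (edgeR, adjusted p under 0.05). Of REST pairs, 265 of 1517 were lower and 59 higher in run1, and 661 lower and 198 higher in run2. The random elements themselves gave 592 lower and 333 higher of 11846 pairs in run1, and 2527 and 1733 in run2. Of 2363 YY1 pairs in run2, 171 were lower and 1059 higher. The splits depended on the scaling. Scaled on the median of the controls, REST pairs gave 174 lower and 100 higher in run1 and 532 and 233 in run2, and random pairs 203 and 619 in run1 and 1693 and 2142 in run2. With TMM over all pairs, REST pairs gave 191 and 90 and random pairs 257 and 530 in run1. Over all pairs the split on the median of the controls was 646 lower and 2298 higher in run1 and 3390 and 6918 in run2, and with TMM over all pairs it was 732 and 2025 in run1. The run1 count fell to between 1571 and 1673 without any 1 of the 4 cDNA-headed libraries. With DESeq2 it was 5719, and its split was 3440 lower and 2279 higher. Against plasmid alone, 12004 of 27147 constructs in run1 differed, 5406 lower and 6598 higher (9403 lower and 4868 higher when scaled on total counts), and 19529 in run2, 9659 lower and 9870 higher.

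The 2 benchmark libraries asked whether the order of the elements matters, and positive controls, YY1 and CTCF elements moved most. Relative to random elements, positive controls rose by 0.81 from the run1 to the run2 order (adjusted p = 2e-05), YY1 elements by 0.49 and CTCF elements by 0.38 (each adjusted p = 2e-05), and GFI1 elements by 0.095 (adjusted p = 0.0069). REST elements moved further down, by −0.13 (adjusted p = 0.022), and CTCF_TAD elements up by 0.089 (adjusted p = 0.035). All classes but CTCF_TAD thus moved further from random elements on the side where they already lay. Effects over all pairs were also spread wider in run2 (SD 0.865) than in run1 (SD 0.612). A wider range in run2 was not told apart from a change in single classes. Of 25712 pairs, 5381 differed between the orders, 3962 higher in run2 and 1419 lower, or 2872 and 2214 with TMM over all pairs. Across pairs, which are not independent replicates, the effects in the 2 orders correlated at 0.49 (Pearson) and 0.41 (Spearman). The order was tested in separate plasmid pools, so the order and the library cannot be told apart.

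The genome-wide library asked which RE1 windows silence, and the native sequence was compared with its own scrambled version at each locus, beside the same enhancers. Native windows gave less reporter RNA than their scrambled versions in all 4 lines. Over 4886 loci measured beside all 5 enhancers, the median difference was −0.17 in GM12878, −0.22 in HepG2, −0.21 in K562 and −0.29 in SK-N-SH, and 65.7%, 68.0%, 67.0% and 71.7% of loci lay below 0. The medians of single RNA libraries lay between −0.18 and −0.16 in GM12878, −0.20 and −0.19 in HepG2, −0.22 and −0.21 in K562, and −0.28 and −0.25 in SK-N-SH. Each p was 1e-05 (two-sided sign-flip permutation test over loci, which are not independent replicates), the smallest that 100000 resamples can give.

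**Figure D2:**
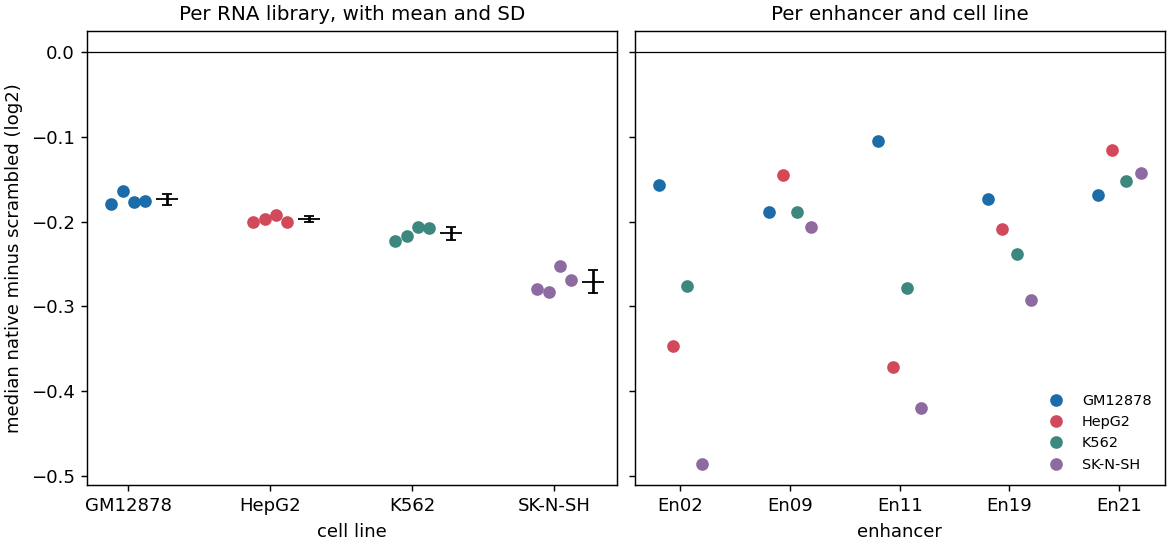
Native minus scrambled reporter output (log2) in the WGREST library; left, the median over 4886 loci in each of the 4 RNA libraries of each cell line with the mean and SD of the libraries, and right, the median beside each enhancer in each line over all pairs measured beside it (5014 to 5437). All values lie below 0, from −0.105 beside En11 in GM12878 to −0.486 beside En02 in SK-N-SH.

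Some RE1 windows gave far less reporter RNA than their scrambled version, and several such loci were lower in all 4 lines. The threshold calls in GM12878 and HepG2 were not stable when 1 enhancer was left out: without En19, 0 loci passed in GM12878 and 1 in HepG2. Leaving out an enhancer also leaves fewer values per locus, and the cause was not tested. At chr1:3418759-3418959 the mean difference over the 5 enhancers was −3.55 (SE 0.289) in GM12878, −4.61 (SE 0.806) in HepG2, −5.78 (SE 0.708) in K562 and −4.89 (SE 0.615) in SK-N-SH, with limma adjusted p of 0.025, 0.021, 0.0029 and 0.0039. In K562 its native element lay between −2.88 and −1.31 relative to controls, and the scrambled one between 2.05 and 5.23. At chr19:36370786-36370986 the difference was −5.48 in K562 (SE 0.229, adjusted p = 9.8e-05), −4.20 in SK-N-SH, −3.74 in HepG2 and −2.15 in GM12878, all past the threshold. At chr22:45371515-45371715 it was −5.24 in K562, −4.26 in HepG2, −3.71 in SK-N-SH and −2.07 in GM12878. At chr3:131753901-131754101 it was −4.92 in K562, −4.0 in HepG2, −3.93 in SK-N-SH and −1.95 in GM12878, and at chr10:98841488-98841688 it was −4.81, −3.99, −2.50 and −1.56. At chr12:110174534-110174734 it was −4.29 in SK-N-SH, −4.02 in HepG2 and −3.94 in K562, and the −1.26 of GM12878 did not pass (adjusted p = 0.081). At chr6:89247928-89248128 the difference passed in GM12878, at −2.28 (adjusted p = 0.041), and not in HepG2 (−0.72), K562 (−0.90) or SK-N-SH (−0.13); whether the lines differ at this locus was not tested.

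At fewer loci the native window gave more RNA than the scrambled one. At chr1:198128166-198128366 it was higher in all 4 lines, by 1.20 in GM12878, 0.86 in HepG2, 1.31 in K562 and 1.39 in SK-N-SH, and at chr20:43767594-43767794 by 1.02, 0.90, 1.94 and 1.84. At chr9:130727806-130728006 it was higher by 2.34 in HepG2, 1.89 in K562 and 2.22 in SK-N-SH, and the 0.58 of GM12878 did not pass (adjusted p = 0.22). At chr19:49376863-49377063 the native window was higher in K562 only by this test (2.91, adjusted p = 0.019), with −0.032 in GM12878, 0.29 in HepG2 and −0.22 in SK-N-SH. The loci named here follow the same size and direction rule as the constructs, applied after the data were seen.

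In numbers, 139 loci were lower and 7 higher in GM12878, 660 and 111 in HepG2, 1041 and 179 in K562, and 1403 and 197 in SK-N-SH (limma over the 5 enhancers, which share the RNA libraries, adjusted p under 0.05). The native window was below the scrambled one beside all 5 enhancers at 912 loci in GM12878, 1499 in HepG2, 1511 in K562 and 1846 in SK-N-SH. Of 26212 single constructs, 2913 were lower and 675 higher in GM12878, 6261 and 2091 in HepG2, 10211 and 4271 in K562, and 11208 and 3557 in SK-N-SH (edgeR). The GM12878 construct count of 3588 became 2316 to 2368 without any 1 plasmid library and 3992 to 4335 without any 1 RNA library. It was 1998 without En19 and 5553 with DESeq2. The locus counts also fell when some single enhancers or libraries were left out. The 146 loci of GM12878 fell to 2 without RNA library 4, 34 without En02, 2 without En09, 0 without En19 (696 at an unadjusted p under 0.05) and 0 without En21 (780 at an unadjusted p under 0.05). The 771 of HepG2 fell to 1 without En19, 260 without En02 and 421 without RNA library 1. The 1220 loci of K562 fell to 576 and the 1600 of SK-N-SH to 683 without En19. The median difference over loci kept about its size: without En19 it was −0.167 in GM12878, −0.219 in HepG2, −0.207 in K562 and −0.298 in SK-N-SH, and in GM12878 it was −0.173 without RNA library 4.

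**Figure D3:**
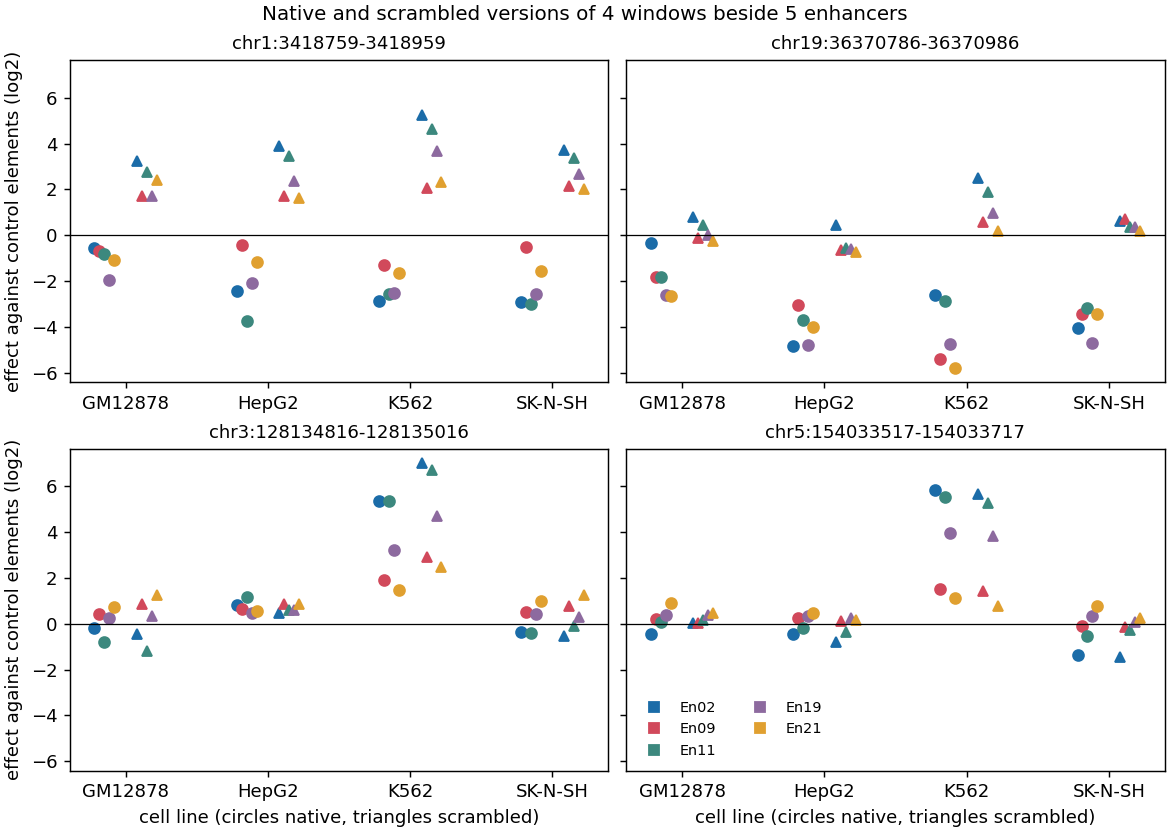
Log2 effect of the native (circles) and scrambled (triangles) version of 4 named windows relative to control elements beside the same enhancer, in the 4 cell lines, coloured by enhancer. At chr1:3418759-3418959 and chr19:36370786-36370986 the native version lies far below the scrambled one in K562 (means −2.18 against 3.59, and −4.26 against 1.22), and at chr3:128134816-128135016 and chr5:154033517-154033717 both versions are high in K562.

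Against random and negative control elements, not against their own scrambled version, windows with a motif were lower or not depending on the controls used. Their median differed from that of the 1136 controls by 0.006 in GM12878 (adjusted p = 0.85), 0.068 in HepG2 (adjusted p = 0.12), 0.12 in K562 (adjusted p = 0.012) and −0.096 in SK-N-SH (adjusted p = 0.074; permutation tests over 7511 elements). Windows without a motif lay above the controls by 0.23, 0.52, 0.38 and 0.33, scrambled versions by 0.20, 0.35, 0.42 and 0.34, and positive controls by 1.85, 2.61, 2.75 and 2.71 (each adjusted p = 1.7e-05). The choice of controls decided the sign for motif windows: with random elements alone the difference was −0.095, −0.092, −0.022 and −0.247, which passed in GM12878 (adjusted p = 0.0026) and SK-N-SH (adjusted p = 0.00016), and with negative controls alone it was 0.175 in GM12878 (adjusted p = 2.4e-05), 0.244 in HepG2 (adjusted p = 0.00024), 0.41 in K562 (adjusted p = 1.2e-05) and 0.142 in SK-N-SH, which did not pass (adjusted p = 0.1). By means the SK-N-SH difference of −0.098 passed as well (adjusted p = 0.046, permutation tests).

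Single windows spanned a wide range of output. Several were high in every line, among them the motif windows at chr2:122513036-122513236, which beside En02 reached 8.33 in K562 (SE 0.153, adjusted p = 1.7e-33), at chr19:6199545-6199745, which reached 8.08 in SK-N-SH (SE 0.1, adjusted p = 6.2e-68), and at chr7:131012544-131012744, which reached 6.96 in HepG2 (SE 0.103, adjusted p = 1e-13). The window without a motif at chr21:42798043-42798243 reached 7.17 beside En02 in GM12878 (SE 0.126, adjusted p = 5.8e-11). The motif window at chr11:66189171-66189371 was low in every line, with native means over enhancers of −1.89 in GM12878, −5.45 in HepG2, −4.86 in K562 and −4.73 in SK-N-SH, and its scrambled version was as low, at −1.84, −4.89, −5.12 and −4.42. Other motif windows had no RNA count at all beside En02, so that chr18:34850077-34850277 was at least 137.8-fold lower than controls in HepG2 (0 RNA against 1767 plasmid counts), chr19:55028781-55028981 at least 126.8-fold lower in HepG2 and chr10:16654347-16654547 at least 45.3-fold lower in SK-N-SH. Beside En11, chr15:66297091-66297291 was at least 31.9-fold lower in K562. In GM12878 the scrambled version of chr3:188597625-188597825 was at least 70.1-fold lower and the native window at chr1:30448031-30448231 at least 67.0-fold lower, both beside En11. Such bounds set the group at 0 to a floor of 3 counts over its 4 libraries. They are set against the summed counts of the controls, and the median control lay below that level. In HepG2, over all enhancers, it lay at −0.43 for random and −0.853 for negative control constructs. Against a typical control the folds can be smaller than the bounds given.

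Of 112451 constructs with enough plasmid, 47565 differed from controls in GM12878 (25495 lower, 22070 higher), 79334 in HepG2 (47533 and 31801), 100131 in K562 (67873 and 32258) and 97441 in SK-N-SH (65006 and 32435; edgeR). These splits depended on the scaling, and all 4 turned on the control median but only that of GM12878 with TMM. Scaled on the median of the controls they were 16390 lower and 30089 higher in GM12878, 27417 and 45379 in HepG2, 36523 and 52083 in K562, and 39943 and 49760 in SK-N-SH. With TMM they were 19985 and 26211 in GM12878, 40521 and 36399 in HepG2, 49758 and 43195 in K562, and 47396 and 43407 in SK-N-SH. Scaled on negative controls alone they were 15498 and 31321, 24406 and 48377, 43288 and 47280, and 40764 and 49144. The scaling on the control median moved the median construct by 0.26 in GM12878, 0.47 in HepG2, 0.88 in K562 and 0.66 in SK-N-SH, and by 0.20 and 0.13 in the benchmark runs, and TMM moved it by 0.12, 0.15, 0.53 and 0.45, and by 0.16 in run1. The difference between a native and a scrambled window beside the same enhancer holds no such shift. Against plasmid, 73519 constructs differed in GM12878 (35266 lower and 38253 higher, or 51260 and 26095 scaled on total counts), 95895 in HepG2 (51655 and 44240, or 69398 and 29607), 104153 in K562 (58839 and 45314, or 76541 and 28197) and 104382 in SK-N-SH (58245 and 46137, or 76971 and 28647).

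The native minus scrambled difference at RE1 windows varied with the enhancer beside them. In SK-N-SH the median native minus scrambled difference was −0.49 beside En02 and −0.42 beside En11, against −0.14 beside En21, and the paired difference of En02 from En21 over loci was −0.34. In HepG2 En11 gave −0.37 and En02 −0.35, against −0.12 beside En21. In K562 the values were −0.28 beside En02 and En11, −0.24 beside En19, −0.19 beside En09 and −0.15 beside En21, but the order of the first 3 was not that of the paired differences over loci, where En02 lay above En19 by 0.055 and above En11 by 0.058 (each adjusted p = 1.4e-05). In GM12878 they lay closer together, from −0.19 beside En09 to −0.11 beside En11. Some pairs of enhancers were not told apart in K562, where En02 differed from En09 by 0.011 (adjusted p = 0.5) and En11 from En19 by 0.008 (adjusted p = 0.53; sign-flip permutation tests adjusted over the pairs of enhancers within each line). Effects of the same element beside 2 enhancers differed in 40256 of 220455 comparisons in GM12878, 92826 in HepG2, 153403 in K562 and 135857 in SK-N-SH. Across elements, which are not independent replicates, effects in K562 correlated at 0.906 between En09 and En21 and at 0.542 between En02 and En21. No direction is given for the level beside 1 enhancer against another, since it turned with the scaling: the K562 median for En02 minus En09 was −0.526, 0.211 with TMM and 0.432 when scaled on the control median.

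Between cell lines, the question was whether RE1 windows act alike, and several large contrasts were at windows high in a single line. In K562 the native window at chr5:154033517-154033717 had a mean effect of 3.59 over the enhancers and its scrambled version 3.39, against native means of −0.30 to 0.22 in the other lines. The window at chr3:128134816-128135016 had a mean of 3.47 in K562, and 4.76 when scrambled. Beside En02 the K562 output exceeded that of SK-N-SH by 7.52 for the scrambled version of chr3:128134816-128135016 (SE 0.38, adjusted p = 4.5e-14), 7.19 for the native chr5:154033517-154033717 (SE 0.264, adjusted p = 1.1e-16) and 7.11 for chr19:49376863-49377063 (SE 0.31, adjusted p = 2.7e-15). In the other direction, the window without a motif at chr21:37885430-37885630 beside En19 was at −6.10 in K562 relative to SK-N-SH (SE 0.152, adjusted p = 2.5e-21). GM12878 stood out at windows without a motif at chr11:35148098-35148298, where its mean was 3.66 against −0.91 in HepG2, −1.67 in K562 and −0.59 in SK-N-SH, and at chr3:98275149-98275349, with a mean of 4.52. HepG2 stood out at chr10:60833391-60833591, a window without a motif, where its mean was 3.79 against −0.32, −1.99 and −1.76, and at the motif window at chrX:87815858-87816058, with a mean of 4.44. The motif window at chr20:31133033-31133233 beside En02 was at −7.74 in GM12878 relative to HepG2 (SE 0.625, adjusted p = 2.8e-10).

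The native minus scrambled difference at RE1 windows differed modestly between lines. It can come from lower native or from raised scrambled versions, which were not told apart. Native minus scrambled was compared locus by locus, and the medians of these paired differences are not the differences of the medians above. GM12878 lay above HepG2 by 0.094, above K562 by 0.088 and above SK-N-SH by 0.17, HepG2 above SK-N-SH by 0.058 and K562 above SK-N-SH by 0.089, while HepG2 minus K562 was −0.033 (sign-flip permutation tests over loci, each p 1e-05). Native effects were spread less in GM12878 (SD 1.106) than in HepG2 (1.747), K562 (1.838) and SK-N-SH (1.758). A narrower range of all effects in GM12878 was not told apart from a smaller difference at RE1 windows. The HepG2 minus K562 value was lost without En02 (−0.001, permutation p = 0.94) and turned without En11 (0.002, permutation p = 0.76). Taken from summed counts, the differences correlated across loci at 0.637 between GM12878 and HepG2, 0.836 between HepG2 and K562, and 0.873 between K562 and SK-N-SH. The lines share their plasmid libraries. With 2 of the plasmid libraries given to each line these values were 0.628, 0.830 and 0.867, and simulated unchanged loci gave 0.040, 0.115 and 0.156. The covariance between K562 and SK-N-SH was 0.643, against 0.00102 when simulated. On these summed counts 1051 loci were lower in K562 and 1423 in SK-N-SH, and 900 were lower in both, where independent lists would share 306.1 and simulated unchanged loci shared 0.

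Of 112448 constructs, 78635 differed between the 4 lines (edgeR F test, adjusted p under 0.05; 83862 with DESeq2). The pairwise counts were 47881 for GM12878 against HepG2 (24045 higher in GM12878 and 23836 in HepG2), 63225 against K562 (40067 and 23158) and 54885 against SK-N-SH (33107 and 21778). HepG2 against K562 gave 49982 (32160 and 17822), HepG2 against SK-N-SH 38263 (23599 and 14664), and K562 against SK-N-SH 36781 (16293 and 20488). These splits moved with the scaling too. On the control median they were 18686 and 28240, 23491 and 34304, 23133 and 28930, 21749 and 26728, 18944 and 18378, and 22297 and 15232, in the same order of pairs. With TMM they were 23018 and 24522, 29771 and 29329, 25846 and 26324, 23819 and 24582, 18198 and 18951, and 19659 and 17627. Scaled on negative controls alone, the GM12878 splits were 13908 and 33848 against HepG2, 25012 and 32661 against K562, and 19641 and 32096 against SK-N-SH.

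Native windows were also set against versions with an alternate allele, described here only as a class. In this comparison a locus is 1 alternate allele. Alleles of the same window share its native counts, which the tests treat as separate. The median difference over 3278 loci was −0.008 in GM12878, −0.008 in HepG2, −0.001 in K562 and −0.007 in SK-N-SH, and none of these medians differed from 0 (adjusted p = 0.24, 0.24, 0.72 and 0.24, sign-flip permutation tests over the 4 lines). By means the differences were small but passed, at −0.016, −0.036, −0.027 and −0.036 (adjusted p = 0.034, 6e-05, 0.00016 and 4e-05, the same tests). Of 17408 constructs, 106 differed in GM12878 (65 lower and 41 higher in the native form), 1096 in HepG2 (615 and 481), 4891 in K562 (2569 and 2322) and 4045 in SK-N-SH (2173 and 1872; edgeR). Of 3278 loci, 10 passed in K562 (6 lower and 4 higher) and 0 in the other lines by limma on edgeR values, with 195 in GM12878, 378 in HepG2 and 551 in SK-N-SH at an unadjusted p under 0.05. With DESeq2 values 10 passed in K562, 1 in SK-N-SH and 0 in GM12878 and HepG2. The 10 of K562 were 6 to 14 without any 1 library, 0 to 5 without any 1 enhancer and 27 with a minimum of 100. The 106 constructs of GM12878 became 29 to 40 without any 1 plasmid library, 202 to 340 without any 1 RNA library and 784 with DESeq2. The 1096 of HepG2 were 522 to 1673 without any 1 library and 2206 with DESeq2.

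The noncanonical library asked how the arrangement of an RE1 affects silencing in K562, beside the same 5 enhancers. In the authors' table, canonical elements lay 0.63 below negative controls (a difference of −0.63; 55 elements against 100, adjusted p = 2.6e-05) and noncanonical elements 0.57 below (a difference of −0.57; 72 elements, adjusted p = 2.6e-05). The canonical and noncanonical classes differed from each other by 0.065, which did not pass (adjusted p = 0.64). Versions named swapped went opposite ways in the 2 classes. Their names end in 8 bp or 9 bp for canonical elements and in 2 bp for noncanonical ones, so class and length cannot be told apart. What was swapped, and what the length measures, is not given in the sources used here. Swapped versions of canonical elements lay 0.81 above the originals (42 loci, 4 of them below, adjusted p = 2.6e-05) and did not differ from negative controls (0.028, adjusted p = 0.91). The rise was 0.73 for names ending in 8 bp (26 loci) and 0.83 for those ending in 9 bp (16 loci). Swapped versions of noncanonical elements lay lower still, with a median difference of −0.32 (71 loci, 52 of them below, adjusted p = 2.6e-05). At chr3:14639843-14640043 the canonical element at −1.24 rose to 1.13 when swapped, and at chr20:42876893-42877093 from −1.30 to 0.51. At chr17:75017155-75017355 the noncanonical element at 0.25 fell to −1.45 when swapped, and at chr1:183385985-183386185 it went from −0.52 to −2.04.

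Scrambling the noncanonical elements raised output. The scrambled version lay 0.22 above the original (68 loci, 16 below, adjusted p = 0.00024), or 0.14 above with a minimum of 100, and as a class it was still −0.32 from negative controls (adjusted p = 0.019; −0.25 with a minimum of 100, which did not pass, adjusted p = 0.092). The scrambled version named ScrAdd3 lay 0.45 above (71 loci, 5 below) and that named ScrDel3 0.63 above (72 loci, 3 below). Elements named addnc lay below negative controls by 0.48 (a difference of −0.48; 150 elements, adjusted p = 0.00013). The difference was −0.48 for the 95 whose name ends in 8 and −0.48 for the 55 whose name ends in 9. How these versions were built is not given in the sources used here. Of 4509 constructs with a value, 3900 had an authors' adjusted p under 0.05, 691 with a lower and 3209 with a higher RNA level than plasmid. The enhancers set much of this, since negative controls had medians of −0.071 beside En02, 0.56 beside En11, 1.76 beside En19, 3.43 beside En09 and 3.69 beside En21. Among the 5 lowest constructs of the authors' table were the addnc element at chr1:4029008-4029208 beside En11 at −2.10 (SE 0.883, authors' adjusted p = 0.021), the addnc element at chr18:35144811-35145011 beside En11 at −2.06 (SE 0.641, authors' adjusted p = 0.0017) and the canonical element at chr14:77600181-77600381 beside En02 at −1.77 (SE 0.558, authors' adjusted p = 0.002). The 5 highest were positive controls, between 6.95 and 7.31. The class tests are permutation tests across elements, which are not independent replicates, adjusted over all comparisons of this table.

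**Figure D4:**
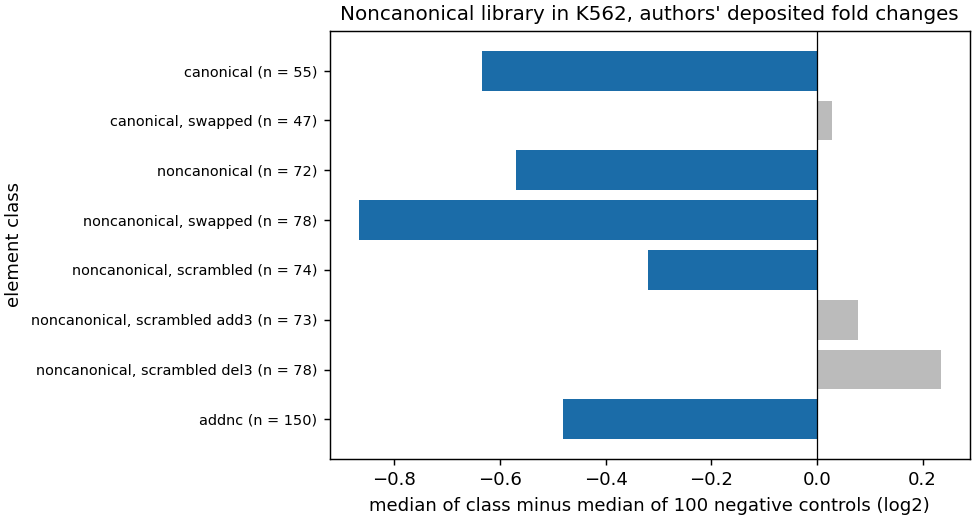
Difference of each noncanonical-library class in K562 from the median of the 100 negative controls (log2, relative to negative controls beside the same enhancer), with bars in blue where the adjusted permutation p is under 0.05 and in grey otherwise. Canonical elements sit at −0.63 and their swapped versions at 0.028, while noncanonical elements sit at −0.57 and their swapped versions at −0.87.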

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

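Of the tests given in this part, the comparison of positive controls with random elements by the column headings was chosen after the result was seen, and the native against scrambled comparison was added once the element names had been seen.

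The benchmark fold change that runs opposite to its column headings stood out in data of both runs. If the RNA and plasmid headings were exchanged, the ratio taken by the headings should run against the same ratio in WGREST, and over 2940 pairs of random elements its correlation with WGREST GM12878 was −0.753 in run1 and −0.734 in run2. Within enhancers these correlations were −0.259 and −0.586. If only the sign of the fold change were turned and the headings were right, positive controls should lie above random elements by the headings, but they lay at −0.86 in run1 and −1.73 in run2, which argues against that explanation. The deposited mean plasmid signal follows the headings, being the mean of the plmd-headed columns in both runs, which does not show whether those columns are named rightly. An exchange of the headings in both tables may be the cause, and no biological explanation was tested.

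The native minus scrambled difference was larger in size in SK-N-SH than in K562, by a median of 0.089 over paired loci on the log2 scale. A single RNA library does not account for it, since the SK-N-SH minus K562 median stayed at or below −0.083 with any 1 RNA library left out. Nor does a single enhancer, since it stayed at or below −0.044 with any 1 enhancer left out. Few RNA counts could still play a part: among the 96 loci with at least 200 RNA counts throughout, SK-N-SH minus K562 turned from −0.089 to 0.025, not told apart from 0 (p = 0.14, sign-flip permutation test), but that filter removes strongly lowered loci and leaves too few to decide. A difference in REST activity between the lines is a possible explanation that these data did not test.

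The effect of native against scrambled windows also differed between the other lines by the test of the difference itself. GM12878 minus HepG2 was 0.094, GM12878 minus K562 was 0.088, GM12878 minus SK-N-SH was 0.166, HepG2 minus K562 was −0.033 and HepG2 minus SK-N-SH was 0.058. Native effects were spread less in GM12878 than in the other lines, and whether this range accounts for its differences was not tested. The HepG2 minus K562 difference was not told apart from 0 without En02 (−0.001, permutation p = 0.94) or without En11 (0.002, permutation p = 0.76). The RNA of 78635 constructs differed between the 4 lines.

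Benchmark elements with no enhancer beside them, which the class and silencer comparisons of the report do not use, gave a signal above random elements measured the same way in 4 of 6 classes. YY1 elements lay above random by 0.363 in run1 and 0.521 in run2, positive controls by 1.69 and 2.08, CTCF elements by 0.470 and 0.275 and GFI1 elements by 0.273 and 0.253 (permutation tests, highest adjusted p = 3e-05). CTCF_TAD elements did not, at 0.017 and −0.001 (adjusted p = 0.87 and 0.99). REST elements without an enhancer were not told apart from random ones, at −0.113 (adjusted p = 0.23) and −0.129 (adjusted p = 0.068).

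Single libraries were marked as apart from the other 3 of their group in 2 of 24 groups tested, where chance gives about 1 in 20 groups, or 1.2. The first was plmd-headed library 1 of run1, with 0.508% of constructs at 0 counts. The other was cDNA-headed library 4 of run1, with 0.00368%, which is 1 construct against 2 in each of the other libraries and too small a difference to read.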

How the results depend on the processing

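The tests by locus, the leaving out of single enhancers, the choice of random or negative controls alone, the minimum of 10 barcodes, the minimum on the cDNA-headed columns, and the direction of the headings were added after the data were seen. Over 104 summary results and 1167 alternatives, 1071 kept the direction and side of the threshold or, for counts, a total within 1.5 times. The lower and higher parts of a count were not judged here, and some turned with the scaling. For named constructs, 1205 of 1216 did. Where a count or value changed, the cause was not tested.

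With DESeq2 the run1 silencer effect gave 5719 calls in place of 2986, native against scrambled constructs in GM12878 5553 in place of 3588, native against alternate-allele constructs 784 in place of 106 in GM12878 and 2206 in place of 1096 in HepG2, and alternate-allele loci 1 in place of 0 in SK-N-SH. With a minimum of 100 plasmid counts the scrambled loci were 784 in K562 and 1004 in SK-N-SH, and the alternate-allele loci 4 in HepG2, 27 in K562 and 2 in SK-N-SH. With a size of at least 0.5 the alternate-allele constructs were 2740 in K562 and 2093 in SK-N-SH. Library numbers did not clearly pair the samples: deviations of same-numbered RNA and plasmid libraries correlated at −0.029 to 0.145. In run1 every library correlated best with its own number, but only at 0.004 to 0.009. In each WGREST line some libraries did not correlate best with their own number. With the replicate block the run1 silencer effect gave 1958 calls, and the block moved no other count by over 1.5 times.

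The counts by locus fell when some single enhancers were left out, which also leaves fewer values per locus. The median native minus scrambled difference kept its size without En19, at −0.167 in GM12878, −0.219 in HepG2, −0.207 in K562 and −0.298 in SK-N-SH. Without En19 the scrambled loci were 0 in GM12878 (limma, 696 at an unadjusted p under 0.05), 1 in HepG2, 576 in K562 and 683 in SK-N-SH. Without En09 they were 2 in GM12878, 363 in HepG2 and 795 in K562, without En02 34 in GM12878 and 260 in HepG2, without En11 482 in HepG2 and without En21 0 in GM12878 (780 at an unadjusted p under 0.05). Native against scrambled constructs in GM12878 were 2296 without En09 and 1998 without En19, and alternate-allele constructs there 62 and 47. Alternate-allele loci in K562 were 5 without En02, 1 without En09, En11 or En21, and 0 without En19 (349 at an unadjusted p under 0.05), and in SK-N-SH 1 without En02. HepG2 minus K562 was −0.001 without En02 and turned to 0.002 without En11.

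Classes near the controls changed with the choice of controls. With random elements alone, motif windows lay at −0.095 in GM12878, −0.092 in HepG2, −0.022 in K562 and −0.247 in SK-N-SH, and alternate-allele windows at −0.069, −0.049, 0.02 and −0.182. The K562 motif value of 0.124 and the HepG2 alternate-allele value of 0.111 were thereby reversed. With negative controls alone, motif windows lay at 0.175 in GM12878, 0.244 in HepG2 and 0.142 in SK-N-SH, and alternate-allele windows at 0.2 in GM12878 and 0.207 in SK-N-SH. With a minimum of 100, motif windows lay at −0.022 in GM12878 and 0.057 in K562, and alternate-allele windows at −0.011 in GM12878, 0.032 in HepG2 and 0.086 in K562. With means in place of medians, alternate-allele windows lay at 0.071 in GM12878 and 0.032 in HepG2, and motif windows at −0.098 in SK-N-SH. The native minus alternate-allele difference over loci passed by means, at −0.016 in GM12878, −0.036 in HepG2, −0.027 in K562 and −0.036 in SK-N-SH. In the noncanonical table the scrambled class lay at −0.253 with a minimum of 100 (no longer past the threshold) and ScrDel3 at 0.246 by means (past it). In the direction of the headings the REST elements reversed to 0.226 in run1 and 0.425 in run2.

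Leaving out 1 library at a time gave 1571 to 3800 calls for the run1 silencer effect (1623, 1603, 1673 and 1571 without cDNA-headed library 1, 2, 3 or 4). In GM12878 it gave 2316 to 4335 scrambled constructs (2352, 2368, 2316 and 2344 without plasmid library 1, 2, 3 or 4). There it also gave 2 to 136 scrambled loci (90, 89, 45 and 2 without RNA library 1, 2, 3 or 4), 29 to 340 alternate-allele constructs (202, 208, 221 and 340 without RNA library 1, 2, 3 or 4, and 35, 29, 40 and 31 without the plasmid ones), and −0.008 (without RNA library 1) to 0.025 for motif windows, with −0.005 without RNA library 3. In HepG2 it gave 421 (without RNA library 1) to 755 scrambled loci, with 512 without RNA library 2, and 522 to 1673 alternate-allele constructs (1673 without RNA library 4, and 543, 542, 522 and 564 without plasmid library 1, 2, 3 or 4). It gave 6 to 14 alternate-allele loci in K562, 6 without RNA library 1 or plasmid library 1, and 0 to 1 in SK-N-SH, 1 without RNA library 2 or 3 or plasmid library 2 or 4. The planned gene lists and RE1 motif match were not run. On K562 constructs against controls, simulated at the depth of that set, 85.6% of changes of 1 were recovered and few of those of 0.5.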

Other observations

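Single elements known by name were measured in both orders of the benchmark. Smirnov_C8 lay −0.88 from random elements in run2, below them beside 20 of 20 enhancers and called lower beside 14, but only −0.068 in run1. Smirnov_C6a lay at −0.21 in run1, below random beside 17 of 20 enhancers and called lower beside 7, and at 0.14 in run2. Smirnov_C3 lay at 0.037 in run1 and 0.46 in run2, above random beside all 16 enhancers in run2, and cHS4, the insulator of the chicken beta-globin locus, at 0.28 and 0.075. By the test of each pair, 21 of the 74 pairs of these 4 elements differed between the orders, and no test was made per element. The swapped versions in the noncanonical table moved the same way beside each of the 5 enhancers. Swapped canonical elements rose by 0.45 beside En02, 0.95 beside En09, 0.90 beside En11, 1.36 beside En19 and 0.63 beside En21, and swapped noncanonical elements gave −0.11, −0.43, −0.20, −0.31 and −0.38 (permutation tests, highest adjusted p = 0.0061).

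The libraries share some elements. In the direction of the authors' fold change, REST pairs of the benchmark correlated with the same pairs of WGREST in GM12878 at 0.453 in run1 and 0.729 in run2 (343 pairs of 75 elements), and random pairs at 0.257 and 0.577 (2940 pairs). The authors' noncanonical values correlated with the WGREST fit in K562 at 0.889 beside En11 to 0.957 beside En09. Native and scrambled versions of a window correlated across pairs at 0.617 in GM12878, 0.73 in HepG2, 0.81 in K562 and 0.796 in SK-N-SH. These correlations are across elements, which are not independent replicates.

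Of the tests in this part, the comparisons with alternate alleles and with noncanonical windows were added once the element names had been seen, and none was chosen after its result. A first hypothesis was that variants within 10 bases of the middle of the window, where the RE1 may lie, matter more than flanking ones. The median size of the allele difference was larger for 1249 central than for 2029 flanking variants by 0.032 in K562 (adjusted p = 0.00022) and 0.043 in SK-N-SH (adjusted p = 2e-05), and not detectably in HepG2 (0.015, adjusted p = 0.17) or GM12878 (−0.003, adjusted p = 0.74). At loci lower than their scrambled version, central alternate alleles weakened the lowering more than flanking ones. The difference of medians was −0.432 in HepG2 (136 central and 305 flanking variants), −0.28 in K562 (232 and 465) and −0.253 in SK-N-SH (305 and 602), each with an adjusted p of 2e-05. In GM12878 it was −0.132 over 15 and 61 variants, which did not pass (adjusted p = 0.32; permutation tests adjusted over the 8 tests).

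A further hypothesis was that windows chosen as noncanonical RE1 elements are lower than other windows without a motif match. The 67 such windows lay below the other 3884 by a median of −0.606 in GM12878, −1.40 in HepG2, −1.20 in K562 and −1.50 in SK-N-SH (permutation test, each p 1e-05). These windows may carry RE1 sites that differ from the canonical motif, but how they were chosen is not given in the sources used here. If they were chosen for low output in these libraries, the comparison is circular.

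Other splits of the libraries into groups of the same sizes were counted on drawn subsets of 1000 benchmark elements or WGREST elements and 600 loci. In each of 26 comparisons only 1 of 35 splits, the real one, gave as many calls, which excludes a random labelling of the libraries and no more. Every other split mixes RNA with plasmid libraries, or 2 lines, within its groups and so widens their spread. In the benchmark the real split gave 8290 calls for activity and 1937 for the silencer effect in run1, and 13657 and 7378 in run2, where no other split gave any. In GM12878 the real counts were 3081 for activity, 2107 for the silencer effect, 340 for native against scrambled constructs and 11 for loci, with 0 in any other split. In HepG2 they were 4006, 3490 and 899, in K562 4376, 4274 and 1526, and in SK-N-SH 4397, 4203 and 1525, with 0 in any other split. For loci the real and the highest other count were 67 and 23 in HepG2, 112 and 96 in K562, and 168 and 149 in SK-N-SH. In K562 and SK-N-SH other splits thus came close to the real one. Splits with 2 RNA and 2 plasmid libraries on each side gave 0. Between lines the real counts were 1335 for GM12878 against HepG2, 2322 against K562 and 2022 against SK-N-SH, 2379 for HepG2 against K562, 2016 against SK-N-SH and 2421 for K562 against SK-N-SH, with 0 in any other split. For any difference between the 4 lines, 1 of 100 splits gave as many calls as the real 3251, and the highest other gave 420.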
